# Co-Administration of Propionate or Protocatechuic Acid Does Not Affect DHA-Specific Transcriptional Effects on Lipid Metabolism in Cultured Hepatic Cells

**DOI:** 10.3390/nu12102952

**Published:** 2020-09-26

**Authors:** Francesca Danesi, Bjørk D. Larsen, Mattia Di Nunzio, Ronni Nielsen, Dario de Biase, Veronica Valli, Susanne Mandrup, Alessandra Bordoni

**Keywords:** docosahexaenoic acid, DHA, propionic acid, 3,4-dihydroxybenzoic acid, bioactives, transcriptomics, RNA sequencing, HepG2, fatty acid synthesis, steroid synthesis

## Abstract

Long-chain n-3 polyunsaturated fatty acids (n-3 LC-PUFAs) are collectively recognized triglyceride-lowering agents, and their preventive action is likely mediated by changes in gene expression. However, as most studies employ fish oil, which contains a mixture of n-3 LC-PUFAs, the docosahexaenoic acid (DHA)-specific transcriptional effects on lipid metabolism are still unclear. The aim of the present study was to further elucidate the DHA-induced transcriptional effects on lipid metabolism in the liver, and to investigate the effects of co-administration with other bioactive compounds having effects on lipid metabolism. To this purpose, HepG2 cells were treated for 6 or 24 h with DHA, the short-chain fatty acid propionate (PRO), and protocatechuic acid (PCA), the main human metabolite of cyanidin-glucosides. Following supplementation, we mapped the global transcriptional changes. PRO and PCA alone had a very slight effect on the transcriptome; on the contrary, supplementation of DHA highly repressed the steroid and fatty acid biosynthesis pathways, this transcriptional modulation being not affected by co-supplementation. Our results confirm that DHA effect on lipid metabolism are mediated at least in part by modulation of the expression of specific genes. PRO and PCA could contribute to counteracting dyslipidemia through other mechanisms.

## 1. Introduction

Atherogenic dyslipidemia, i.e., low HDL cholesterol (HDL-c) and high triglycerides (TGs) blood level, is a diagnostic criterion for the metabolic syndrome (MetS). The primary causes of MetS are poor diet, obesity, and physical inactivity, and evidence indicates that a combination of lifestyle modifications with effective weight loss and drug therapy may serve as treatment. Lipid-lowering agents and LDL-lowering standard drugs, such as statins and ezetimibe, modify atherogenic dyslipidemia and reduce cardiovascular risk in patients with MetS [1] but the search for novel methods of preventing and treating dyslipidemia is still ongoing since current therapies induce various side effects [2]. Some nutritional agents have been therefore suggested as an alternative strategy. Several clinical trials have been carried out to find out the potential benefits of long-chain n-3 polyunsaturated fatty acids (n-3 LC-PUFAs) in metabolic disorders and cardiovascular prevention [3,4,5,6]. Eicosapentaenoic acid (EPA, C20:5 n-3) and docosahexaenoic acid (DHA, C22:6 n-3) are grouped together as n-3 LC-PUFAs but there is substantial evidence suggesting that the individual fatty acids may have distinct effects [7]. The EU Register contains three authorized Article 13.1 health claims for EPA and DHA together: the claims report maintenance of normal blood pressure, normal blood TG levels and the normal function of the heart. Three additional Article 13.1 claims reporting maintenance of normal brain function, normal vision and normal blood TG levels have been approved for DHA alone [8]. The effects of n-3 LC-PUFAs on lipid metabolism are likely mediated by changes in gene expression. Overall, n-3 LC-PUFAs bind to peroxisome proliferator-activated receptors (PPARs) [9] and consequently have the potential to lower plasma TG level and increase HDL-c level [10]. However, it is still unclear whether there are different molecular targets/pathways with EPA and DHA as most studies employ them as mixtures in purified forms as capsules or oily fish diet/supplements. Emerging evidence indicates that DHA is more efficacious than EPA at reducing blood TGs and does so in part via differential regulation of lipogenic and TG clearance pathways [11]. However, additional studies are needed to further clarify how EPA and DHA individually regulate hepatic pathways related to lipid metabolism. The first aim of the present study was to further elucidate the DHA-specific transcriptional effects on lipid metabolism.

Other nutritional agents have been reported to favorably modulate lipid metabolism. Dietary fibers, via their digestion or fermentation by intestinal microbiota may affect cholesterol metabolism by acting on bile acids and affecting lipid absorption [12]. However, the precise mechanisms of action of dietary fibers remain unclear and could be mediated by a transcriptional modulation [13] through metabolites produced by the gut microbiota such as short-chain fatty acids [14]. Short-chain fatty acids, mainly propionate (PRO), have been reported to affect cholesterol metabolism in the liver [15].

In a systematic review and meta-analysis of 32 clinical studies, it was revealed that anthocyanin-rich food possessed favorable effects on controlling the LDL level and can exert promising preventive and protective effects against cardiometabolic disorders. The major proposed mechanism of action for anthocyanins are antioxidant action, suppression of the nitric oxide production and induction of Nrf2 transcription triggering heme oxygenase-1 expression [16]. Notwithstanding, their direct modulation of lipid metabolism could have a role. Metabolites of cyanidin 3-glucoside, which is present in 90% of fruits, were shown to increase cholesterol efflux, ABCA1 expression, PPARα, LXRα in HK-2 cells [17] and to reduce lipid synthesis in the liver and white adipose tissue in mice [18].

As DHA, PRO and anthocyanins have positive effects on dyslipidemia through different molecular mechanisms of action, their possible additive or synergistic effect deserves attention. Therefore, once the DHA-specific effects were evidenced on the transcriptome, our second aim was to verify if the co-supplementation with PRO or with protocatechuic acid (3,4-dihydroxybenzoic acid, PCA), the main metabolite of cyanidin-3-glucoside, could amplify DHA effect. DHA, PCA and PRO were supplemented at concentrations within the physiological range in human blood, which were established as the highest non-toxic concentration in previous work [19]. Treatment lasted for 6 or 24 h, then we mapped the global transcriptional changes and correlated them with the modification observed in the cell lipid environment.

## 2. Materials and Methods

### 2.1. Materials

Dulbecco’s modified Eagle’s medium (DMEM) and Dulbecco’s phosphate-buffered saline (DPBS) were purchased from Lonza (Basel, Switzerland). All other chemicals, reagents, and solvents were purchased from Sigma-Aldrich Co. (St. Louis, MO, USA) unless otherwise stated.

### 2.2. HepG2 Cell Culture and Supplementation

HepG2 human hepatoma cells were maintained at 37 °C, 95% air, 5% CO_2_ in DMEM supplemented with 10% (*v*/*v*) fetal bovine serum (FBS), 100 U/mL penicillin and 100 µg/mL streptomycin [19]. Once a week, cells were split 1:20 into a new 75 cm^2^ flask, and the medium was refreshed. Cells were seeded in 12-well plates at 6 × 10^5^ cells/mL concentration, and after 24 h, they were incubated for 6 or 24 h with the bioactive compounds as previously described [20]. DHA was dissolved in 100% ethanol and complexed to bovine serum albumin (BSA). The DHA-BSA complex was prepared fresh each time at a final BSA concentration of 0.5% in serum-free DMEM. PCA was dissolved in dimethyl sulfoxide (DMSO) acidified with HCl to pH 2, while PRO was dissolved in water. The final concentration of ethanol and DMSO was kept below 0.1% in serum-free DMEM. Not supplemented, control cells (Ctrl) received corresponding amounts of BSA, ethanol and DMSO. DHA, PRO and PCA concentrations used in the study (50 μM DHA; 70 μM PRO; 20 μM PCA) were not cytotoxic to HepG2 cells as evidenced by different assays in preliminary experiments [19].

### 2.3. Lipid Extraction and Fatty Acid Composition Analysis

After 6 h or 24 h of supplementation medium was removed, cells were washed twice with warm DPBS, incubated with trypsin-EDTA for 2 min to remove adherent cells, and suspended in DMEM supplemented with 10% (*v*/*v*) FBS. Cell total lipids were extracted, and fatty acids were methylated as previously described [20]. Total fatty acid composition (as methyl esters) was determined by gas chromatography (GC) according to Ghini et al. [20]. The gas-chromatographic peaks were identified based on their retention time ratios relative to methyl stearate and predetermined using authentic samples. Gas chromatographic traces and quantitative evaluations were obtained using a Total-Chrom Navigator (version 6.2.1) (PerkinElmer, Shelton, CT, USA).

### 2.4. Isolation of RNA, RNA Sequencing (RNA-seq) and Quantitative Real-Time PCR (RT-qPCR)

After 6 or 24 h incubation, cells were gently washed twice with 1 mL of warm DPBS and scraped-off in 1 mL of ice-cold DPBS. Cell pellets were collected by centrifugation at 250× *g* for 5 min at 4 °C, and the supernatant was removed. Total RNA was isolated using the Direct-zol™ RNA MiniPrep (Zymo Research Corporation; Irvine, CA, USA) according to the manufacturer’s protocol. Three independent cell cultures were performed, with three replicates from each experiment. Replicates from the same experiment were pooled together and diluted to 40 ng/µL. The quantity and quality of RNA were assessed using the NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific; Wilmington, DE, USA) and the Fragment Analyzer™ Automated CE system (Agilent; Santa Clara, CA, USA). Samples were frozen at −80 °C until further use.

The mRNA enrichment, library construction and amplification were performed according to Illumina TruSeq RNA Library Prep kit v2 using the manufacturer’s instructions and sequenced on the Illumina HiSeq1500 platform. Sequencing reads were aligned to the human genome (hg19/GRCh37) using STAR [21] and processed using iRNA-seq pipeline [22]. Pathway analyses were performed using the KEGG database [23,24,25]. Other analyses of genome-wide data were performed using R Project for Statistical Programming plus additional packages.

Reverse-transcription and RT-qPCR were performed as previously described [26,27]. For sequences of forward and reverse primers, see Table S1. All oligonucleotides used in this study were synthesized by Integrated DNA Technologies (Leuven, Belgium). cDNA was subjected to quantitative real-time PCR analysis using the CFX Connect™ Real-Time PCR Detection System (Bio-Rad Laboratories; Hercules, CA, USA), according to QuantiTect SYBR Green RT-PCR kit (Qiagen; Hamburg, Germany). Samples were run in duplicate using the following program: initial denaturation at 95 °C for 15 min, followed by 40 cycles of 94 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s.

### 2.5. Intracellular Triglyceride (TG) Content and Cholesterol Secretion

HepG2 cells were seeded as reported above and supplemented with the bioactives for 6 or 24 h in DMEM without red phenol. After 6 or 24 h, media were collected, centrifuged at 3000× *g* for 3 min, and supernatants stored at −80 °C until analysis. Cells were washed twice with ice-cold PBS and lysed in 500 µL of lysis buffer (0.25% Nonidet P-40 in DPBS). The homogenate was centrifuged at 14000× *g* for 15 min at 4 °C.

Intracellular TG content was measured in the cell pellet using the PicoProbe Triglyceride Quantification Assay Kit (Abcam; Cambridge, UK) according to the manufacturer’s protocol, using a M200 microplate reader (Tecan; Salzburg, Austria). Results were expressed as the percentage of the value obtained in control cells, assigned as 100%.

Total cholesterol was quantified in the media using the Cholesterol assay kit (Abcam; Cambridge, UK) according to the manufacturer’s instructions with the Infinite M200 microplate reader (Tecan). Results were expressed as µg of total cholesterol per mL of medium and normalized for mg of protein. Protein concentration was determined according to Bradford [28] using BSA as standard.

### 2.6. Statistical Analysis

#### 2.6.1. Biochemical and RT-qPCR Data Analysis

Resulting data on fatty acid composition, TG content, cholesterol concentration, and RT-qPCR data are given as means ± standard deviation (SD). Statistical significance among treatments was determined by the one-way analysis of variance (ANOVA) followed by Tukey’s HSD test, considering *p* < 0.05 as significant.

#### 2.6.2. RNA-Seq Analysis

The clustering was performed by sequential K-means and C-means clustering to obtain genes with high membership (Mfuzz package for R). Pathway analyses were performed using ClusterProfiler package for R based on the KEGG database [23,24,25]. Statistical significance among treatments was determined by the one-way ANOVA followed by Tukey’s HSD test, as appropriate. Differences with *p* < 0.05 were considered significant.

## 3. Results and Discussion

To investigate the direct effect of the bioactives DHA, PRO and PCA on human liver cells, we treated HepG2 cells with the individual bioactives, and combination thereof or vehicle for 6 or 24 h, and determined the effect on the transcriptome by RNA-seq (Figure 1). 

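HepG2 is an established human hepatoma cell line, propionate (PRO) is a short-chain fatty acid and protocatechuic acid (PCA) is a phenolic acid. RNA-seq counts were deposited for 36 samples. These were 6 groups, namely vehicle control (Ctrl), DHA (50 µM), PRO (70 µM), PCA (20 µM), DHA + PRO and DHA + PCA, each at 6 h and at 24 h in 3 independent experiments. The authors aligned the reads to hg19 and counted them on 18932 RefSeq genes, and the deposited values are these counts without normalization. At 6 h the total count per sample ran from 5890657 to 10788964 with Ctrl (median 10600181), from 5460867 to 9640766 with DHA (median 8672720), and from 6274549 to 9739236 with PRO (median 9224328). It ran from 8433458 to 8662580 with PCA (median 8638301), from 4659744 to 8922287 with DHA + PRO (median 6315078), and from 6727154 to 8865905 with DHA + PCA (median 8763561). At 24 h the totals ran from 5973164 to 7541114 with Ctrl (median 6697640), from 6038100 to 8397200 with DHA (median 6946415), and from 6944225 to 8657882 with PRO (median 7008471). They ran from 5992971 to 7364416 with PCA (median 6799496) and from 5617341 to 6764157 with DHA + PCA (median 6272074). With DHA + PRO they ran from 6016414 to 42326734 (median 7059542), and replicate 2 of that group was 6.22 times as deep as the median of the other 17 libraries of 24 h.

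Counts were normalized by edgeR's TMM method, and a quasi-likelihood model was fitted to the 18 samples of each time point. Genes with low counts were removed by filterByExpr, which left 11872 genes at 6 h and 11893 at 24 h. A gene was counted as induced or repressed at an adjusted p of at most 0.05 (Benjamini-Hochberg over all genes tested) and an average log2 CPM (counts scaled by library size) above 0, as in the legend of Figure 1. The median log2 fold change of all genes ran from −0.0075 to 0.0050 over the 5 treatments and both times. Samples with the same replicate number were alike after the group means were removed. Their correlation across genes, which are not independent replicates, averaged 0.36 at 6 h and 0.21 at 24 h. The values for samples with different numbers were −0.17 and −0.11. Removing the group means largely fixes the latter once the former are given, so they add no evidence. The replicate number was therefore added as a factor in a further model, called the replicate block below, and its result is given beside the main results without it. The block lowered the biological coefficient of variation from 0.141 to 0.0969 at 6 h and from 0.105 to 0.0825 at 24 h. The sample labels also fall into 2 series of library numbers, and the later series holds every replicate 3 and replicate 2 of DHA + PRO at 6 h. Every group has samples in both series, and at 6 h the median total was 8922287 in the 11 samples of the earlier series and 6274549 in the 7 of the later. An exact permutation test of 3 samples against 3 cannot give a p below 0.1.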

DHA had a greater impact on transcriptional regulation than PRO and PCA, and the effect was shown to be time-dependent. This could reflect the time-dependent uptake of supplemented fatty acid, which was not influenced by co-administration with PRO and PCA (Table S2). 

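DHA at 24 h changed 23 of the 11893 genes against Ctrl, and 77 with the replicate block, which kept all 23. The largest shift of this count came from a GC-content offset together with the replicate block, an alternative chosen after seeing the data, which gave 198. At 6 h DHA changed 2 of 11872 genes, HMGCS1 among them, and 18 with the replicate block. Against the same 3 Ctrl samples, both co-treatments also changed 2 genes at 6 h, again with HMGCS1 among them, and with STARD4 for DHA + PRO. STARD4 was named only because the count was this small, after its value was seen. With the replicate number in the model these counts were 13 and 11. PRO changed 0 genes at 6 h (196 at an unadjusted p under 0.05) and PCA 0 (86 at an unadjusted p under 0.05), with and without the replicate block. Pooled over the 3 pairs of groups that differ by DHA (9 samples with DHA against 9 without), 146 genes changed at 24 h and 24 at 6 h, or 367 and 64 with the block. All 23 genes changed by DHA at 24 h had no overlap between the 3 DHA samples and the 3 Ctrl samples, as did 10.7% of all tested genes, where chance gives 10%. The difference between the DHA effects at 24 h and 6 h was tested over the 36 samples, and it passed an adjusted p of 0.05 for 0 of 12046 genes (277 at an unadjusted p under 0.05). A replicate factor shared by both times also gave 0. The replicate number as a factor within each time, chosen after seeing the data, gave 3 (611 at an unadjusted p under 0.05, lowest adjusted p = 0.0114 in edgeR).

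**Figure D1:**
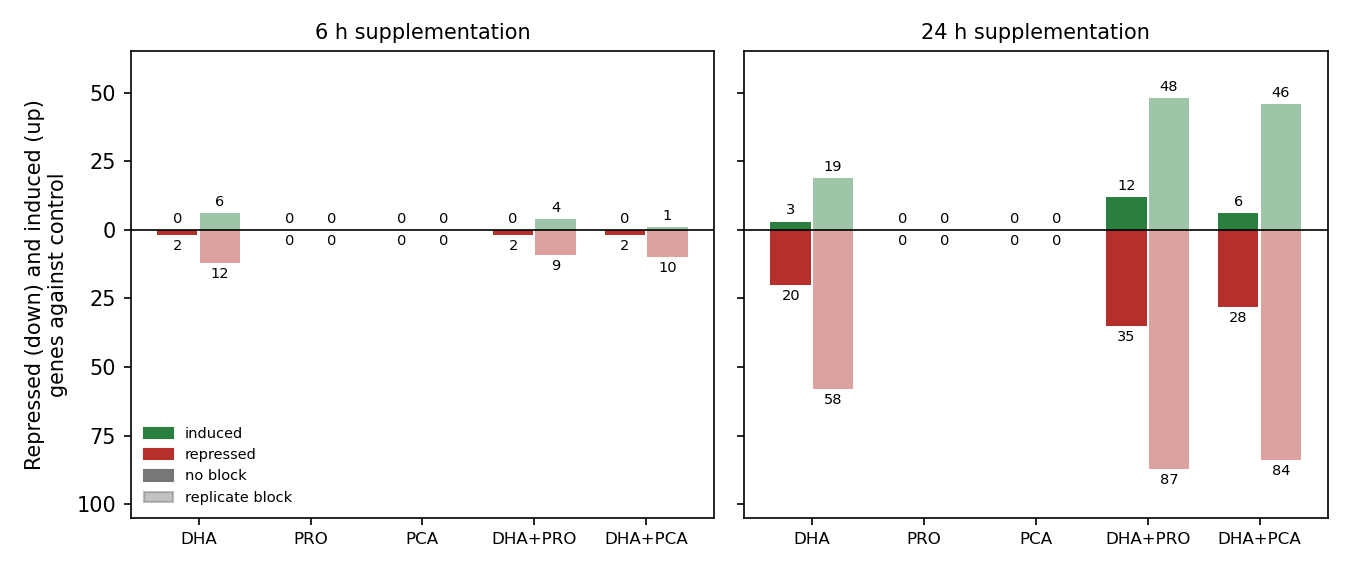
Number of induced genes (above 0) and repressed genes (below 0) per treatment against Ctrl at 6 h and 24 h, without the replicate block (solid bars) and with it (pale bars), at an adjusted p of at most 0.05 and an average log2 CPM above 0. PRO and PCA alone have 0 genes in all 4 of their pairs of bars, and every treatment with DHA has more genes at 24 h than at 6 h. The biological coefficient of variation was larger at 6 h (0.141 against 0.105 without the block, 0.0969 against 0.0825 with it). The counts alone therefore do not show a larger effect at 24 h.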

The comparison of RNA-seq from HepG2 cells exposed to the bioactives for 6 and 24 h showed similar trends for activation and repression of gene clusters, but the fold regulation was generally greater at 24 h (Figure S1). 

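For each treatment with DHA, the size of the effect at each time was compared on genes with an adjusted p of at most 0.05 on the mean of the 6 h and 24 h effects, a choice that favours neither time. It does favour equal signs, since the mean is largest where the 2 effects agree. For DHA these were 33 genes, all with the same sign at both times, whereas over all 12046 genes tested the log2 fold changes at the 2 times hardly correlated (Pearson's r = 0.117 for DHA, 0.138 for DHA + PRO and 0.037 for DHA + PCA). The median absolute log2 fold change of the 33 genes was 0.42 at 6 h and 0.52 at 24 h, and 22 of them had the larger change at 24 h. The slope through the origin of the 24 h fold change on that at 6 h was 1.02 (SD 0.131 over the slopes of the 3 replicates) and that of the 6 h fold change on that at 24 h was 0.749. Noise in the values on which a slope is taken lowers it, so neither direction alone decides whether the effect grew. With the replicate block the choice held 94 genes, of which 93 had the same sign and 64 the larger change at 24 h. For DHA + PRO, 40 genes had medians of 0.35 and 0.62, and 32 had the larger change at 24 h. The slope of 24 h on 6 h was 1.32, and that of 6 h on 24 h 0.561. The slopes of 24 h on 6 h of the 3 replicates were all below 1.32 (1.26, 1.11 and 1.03, SD 0.115). With the block 99 of 130 genes had the larger change at 24 h. The slope of 24 h on 6 h moved most on the 200 genes with the smallest p, where it was 0.50 while 130 of the 200 still had the larger change at 24 h. For DHA + PCA, 34 genes had medians of 0.40 and 0.60, 24 had the larger change at 24 h, and the slope of 24 h on 6 h was 1.11 (SD 0.193) or 0.53 on the 200 genes, that of 6 h on 24 h 0.644. With the block 76 of 99 genes had the larger change at 24 h. Genes are not independent replicates, and 0 genes passed an adjusted p of 0.05 for a difference between the times with DHA + PRO (310 at an unadjusted p under 0.05) or DHA + PCA (493) without a block. With the replicate number as a factor within each time, chosen after seeing the data for this test, 10 and 7 genes passed (689 and 1121 at an unadjusted p under 0.05).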

Further data analysis was therefore focused on the 24 h timepoint. After 24 h supplementation, PRO and PCA alone had very little effect on the transcriptome. 

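Against Ctrl at 24 h, PRO changed 0 of 11893 genes (716 at an unadjusted p under 0.05) and PCA changed 0 (454). The lowest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.370 for PRO and 0.991 for PCA. Both counts were also 0 with the replicate block. The count for PRO moved most when a GC-content offset was combined with the replicate block, an alternative chosen after seeing the data, which gave 46 genes (30 induced and 16 repressed), while PCA stayed at 0. DESeq2's Wald test gave 1 gene for PRO, the edgeR likelihood ratio test 2, and a fit with no filter on low counts 10. None of the 13 genes named in the paper passed an adjusted p of 0.05 for PRO or PCA when the adjustment covered those 13 genes alone (lowest 0.645 and 0.7795). In simulated data with 3 samples per group, 97% of genes changed by 1 on the log2 scale and 44% of those changed by 0.5 were found. With a simulated replicate effect the fit without the block found 62% and 0%, and the fit with it 93% and 44%. Changes of 0.5 or less were thus often not detectable in the simulation. The replicate effect was added to a spread from the fit without the block, which already holds the differences between replicates. Shares with that effect therefore do not give the power in the data. In the data, the fit without the block found changes with DHA at 24 h as small as 0.359. The changed genes of the simulation were drawn from the better expressed genes.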

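At 24 h DHA induced 3 genes and repressed 20, DHA + PRO induced 12 and repressed 35, and DHA + PCA induced 6 and repressed 28. With the replicate block these counts were 19 and 58 for DHA, 48 and 87 for DHA + PRO, and 46 and 84 for DHA + PCA, and each block count held all the genes found without it. The 3 treatments shared 17 of the 58 genes changed in any of them, among them ACLY, ACSS2, FASN, HMGCS1 and SCD. All 3 were compared with the same 3 Ctrl samples, so this overlap is not independent evidence. The 3 genes induced by DHA were AKR1B15 (NM_001080538), AKR1B10 and SPP1 (osteopontin). AKR1B15 lies on chromosome 7 of hg19 from 134233849 to 134264592 and rose from 4.56 ± 0.827 to 10.1 ± 1.15 CPM (SD, n = 3). Its log2 fold change was 1.14 (SE 0.210, adjusted p = 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p ran from 0.00125 to 0.119 over the alternatives. AKR1B10, its neighbouring paralog from 134212344 to 134226166, had a log2 fold change of 0.94, and reads shared between the paralogs could not be told apart from a rise of AKR1B15 itself. SPP1 had log2 fold changes of 0.60 with DHA, 1.06 with DHA + PRO and 0.83 with DHA + PCA. Beside the genes of lipid synthesis, AGR2 had one of the largest falls with DHA (log2 fold change −0.82), SCN3B with DHA + PRO (−1.83) and PLA2G3 with DHA + PCA (−2.16). MT1G had the largest rise with DHA + PCA (1.31, adjusted p = 0.0292 in edgeR, or 0.00392 with the block), FST fell by −1.06 with it (0.0332, or 1.41e-06 with the block), and CCDC152 fell by −0.92 with DHA + PRO and by −0.93 with DHA + PCA. Over fits with a single sample left out, edgeR's adjusted p for AGR2 with DHA ran from 0.0609 to 0.280. That for DHA + PRO ran from 0.118 to 0.201 for SCN3B and from 0.00544 to 0.0799 for CCDC152. That for DHA + PCA ran from 0.0206 to 0.0563 for PLA2G3 and from 0.0120 to 0.228 for MT1G. It ran there from 0.0292 to 0.302 for FST and from 0.00530 to 0.164 for CCDC152. DHA alone changed SCN3B by −1.58, PLA2G3 by −1.26, FST by −0.75 and MT1G by 1.18 in the joint fit of both times. In all 47 genes for DHA + PRO and all 34 for DHA + PCA, the 3 treated and 3 Ctrl samples did not overlap, as in 15.1% and 12.7% of all tested genes, where chance gives 10%. With the deep DHA + PRO library of replicate 2 thinned to the median depth of the other 24 h libraries, an alternative chosen after seeing the data, DHA + PRO changed 44 genes, 41 of them among the 47. A direct test of DHA + PRO against DHA gave 0 genes (527 at an unadjusted p under 0.05), or 1 with the replicate block, SPP1. DESeq2's Wald test gave 11, and the GC-content offset with the block, chosen after seeing the data, 61. A direct test of DHA + PCA against DHA gave 0 genes (276 at an unadjusted p under 0.05), also with the block, and 11 with the GC-content offset and the block, chosen after seeing the data.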

DHA repressed more genes than it activated, and the number of significantly regulated genes increased after co-administration of DHA and PRO or PCA (Figure 1).

Clustering of the genes regulated by the bioactives revealed one cluster of DHA-repressed genes and a less well-defined cluster of DHA-induced genes (Figure 2a). 

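The clustering was repeated on the log2 fold changes against Ctrl at 24 h, scaled per gene over the 5 treatments, of the 10678 genes with an average log2 CPM above 2. K-means centres were passed to C-means clustering (fuzzification 2) with 2 centres, and genes with a membership above 0.8 were kept. This gave 1590 genes in the cluster with the higher DHA value and 1473 in the cluster with the lower one, with median memberships of 0.849 and 0.840. The scaled centres were 0.15 for DHA, 0.66 for PRO, −0.63 for PCA, −0.26 for DHA + PRO and 0.074 for DHA + PCA in the former, and −0.090, −0.71, 0.58, 0.26 and −0.039 in the latter. These 2 clusters thus separated PRO from PCA, the treatments that changed 0 genes alone. Neither held any of the 23 genes changed by DHA, and the median log2 fold changes with DHA were 0.056 and 0.0080. The replicate block left the sizes at 1547 and 1481 genes. In simulated data with 200 changed genes, this setting placed 0% of them in the cluster of their direction.

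Restricted to the 1570 genes with an unadjusted p under 0.05 in a treatment with DHA, a choice made after seeing this result, the same clustering gave 138 induced and 270 repressed genes. Their median log2 fold changes with DHA were 0.18 and −0.27. The scaled centres of the induced and repressed cluster were −0.022 and −0.22 for DHA, −0.47 and 0.66 for PRO, and −0.32 and 0.49 for PCA. They were 0.34 and −0.44 for DHA + PRO and 0.48 and −0.49 for DHA + PCA. The clusters thus parted PRO and PCA from the co-treatments, and DHA alone hardly set the induced cluster apart. With DHA, 136 of the 138 rose and 269 of the 270 fell, a direction that the choice of genes favours. The median memberships of these clusters were 0.833 and 0.851.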

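The size of the co-treatment effects was compared with that of DHA on genes chosen in the other co-treatment, so that the choice favoured neither side. On the 34 genes changed by DHA + PCA, the slope through the origin of the DHA + PRO log2 fold change on that of DHA was 1.099. It was 1.08 with the replicate block and ran from 1.08 to 1.11 with each replicate number left out and the genes chosen anew, and the SD of the slopes of the 3 replicates was 0.0410. The median absolute log2 fold change was 0.56 with DHA and 0.65 with DHA + PRO, and the change was larger with DHA + PRO for 24 of 34 genes, 5 of 6 induced and 19 of 28 repressed. On the 47 genes changed by DHA + PRO, the slope of DHA + PCA on DHA was 1.03 (SD 0.127 over 3 replicates), 1.09 with the replicate block, and from 1.096 to 1.21 with each replicate number left out. The order of the 2 slopes was thus not kept with the replicate block, and noise in the DHA values lowers both slopes. The medians were 0.54 with DHA and 0.60 with DHA + PCA, and 36 of 47 genes had the larger change with DHA + PCA, 9 of 12 induced and 27 of 35 repressed. On the 200 genes with the smallest p in the other co-treatment, the slope for DHA + PRO was 1.03, with 1.07 over the 86 genes that rose and 1.01 over the 114 that fell. On the same number of genes for DHA + PCA it was 1.09 over the 72 that rose and 1.06 over the 128 that fell. On the genes of the 2 clusters of all expressed genes, which held none of the genes changed by DHA, the slopes were 0.60 for DHA + PRO and 0.74 for DHA + PCA.

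**Figure D2:**
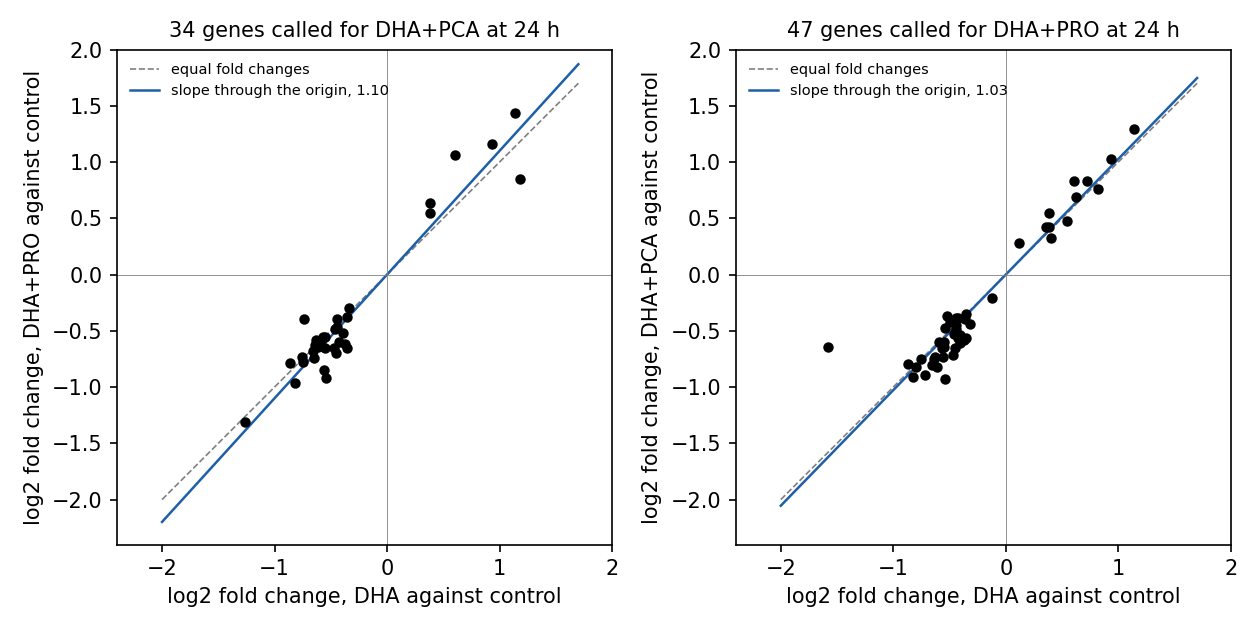
Log2 fold change against Ctrl at 24 h with DHA (horizontal axis) and with a co-treatment (vertical axis), 1 point per gene, for DHA + PRO over the 34 genes changed by DHA + PCA (left) and DHA + PCA over the 47 genes changed by DHA + PRO (right). The dashed line marks equal fold changes, and the slopes through the origin are 1.099 and 1.03.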

Co-treatment with PRO increased the magnitude of DHA-induced regulation for both activated and repressed genes while co-treatment with PCA did not affect DHA-induced gene regulation.

Pathway analysis of the DHA-induced gene cluster (Figure 2b) showed enrichment of genes associated with cell cycle and DNA replication as well as pathways related to fatty acid and amino acid degradation. This could suggest DHA-promoted growth and energy turnover, in line with the previous study by Jump et al. [29]. However, given the rather low cluster membership of the DHA-induced genes and the lack of effects of DHA on cell numbers, viability and vitality, we argue that DHA did not regulate rate-limiting steps for cell cycle in HepG2 cells. 

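Gene lists were written by hand from the biochemistry of each pathway, because the KEGG lists were not at hand. In the cluster of 1590 genes from all expressed genes, 26 of the 112 clustered cell cycle genes were found. They made up 1.64% of the cluster against 0.946% of the other genes (Fisher's exact test, p = 0.0222, adjusted p = 0.188 by Benjamini-Hochberg over 34 tests). DNA replication had 0 of 35 genes in this cluster (exact p = 0.00691, adjusted p = 0.117), fatty acid degradation 2 of 33 and branched-chain amino acid degradation 6 of 44. Over both clusters, 0 of the 34 tests of 17 lists passed an adjusted p of 0.05, and 4 had an unadjusted p under 0.05, of which 3 were depletions. As these clusters held none of the 23 genes changed by DHA, the tests could not find pathways of the DHA response. The lists were also tested without clustering, by limma's fry on the DHA effect at 24 h, adjusted over the 17 lists. Cell cycle genes had a median log2 fold change of 0.050 (34 of 115 below 0, adjusted p = 0.0848, unadjusted p = 0.0599, or 0.0330 with the replicate block). DNA replication genes had a median of 0.12 (8 of 35 below 0, fry adjusted p = 0.0338, unadjusted p = 0.0219, or 3.55e-04 with the block). Fatty acid degradation genes had a median of 0.096 (9 of 34 below 0, fry adjusted p = 0.316, unadjusted p = 0.279, or 0.293 with the block). Among the genes with an unadjusted p under 0.05 in a treatment with DHA, the induced cluster was enriched for neither cell cycle nor DNA replication at an adjusted p of 0.05.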

Among significantly induced pathways, we found valine and threonine degradation and glutathione metabolism. This is consistent with metabolomics data obtained in parallel experiments showing significantly lower levels of the two amino acids and higher level of glutathione in HepG2 cells treated with DHA [20]. These results represent interesting, very specific and palpable links between DHA-induced transcriptional regulation and metabolic effects.

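In the cluster of higher DHA values from all expressed genes, which held none of the genes changed by DHA, glycine, serine and threonine metabolism had 0 of 30 genes (Fisher's exact test, p = 0.0170, adjusted p = 0.188 by Benjamini-Hochberg over the 34 tests) and glutathione metabolism 4 of 40 (exact p = 0.506). The degradation list for valine, leucine and isoleucine had a median log2 fold change with DHA of 0.070 in limma's fry (14 of 45 genes below 0, adjusted p = 0.474, unadjusted p = 0.446, or 0.319 with the replicate block). The list with threonine metabolism had a median of 0.030 (13 of 33 below 0, fry adjusted p = 0.296, unadjusted p = 0.244, or 0.146 with the block). Glutathione metabolism had a median of 0.082 (15 of 43 below 0, fry adjusted p = 0.00543, unadjusted p = 0.00249, or 0.00117 with the block). In the clustering restricted to genes with an unadjusted p under 0.05 in a treatment with DHA, chosen after seeing the data, 3 of the 9 glutathione genes that entered lay in the induced cluster (Fisher's exact test, p = 0.0376, adjusted p = 0.116).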

Pathway analysis of DHA-repressed genes showed an almost exclusive enrichment of the steroid biosynthesis pathway. 

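The cluster of 1473 genes from all expressed genes, which held none of the genes changed by DHA, held 0 of the 19 clustered steroid biosynthesis genes (Fisher's exact test, p = 0.0969, adjusted p = 0.270 by Benjamini-Hochberg over 34 tests) and 0 of 13 fatty acid biosynthesis genes (exact p = 0.238). In the clustering restricted to genes with an unadjusted p under 0.05 in a treatment with DHA, chosen after seeing this result, the repressed cluster of 270 genes held 14 of the 14 steroid biosynthesis genes that entered (Fisher's exact test, adjusted p = 2.53e-10). It also held 12 of 12 genes of the sterol core (from squalene synthase to cholesterol), 6 of 9 of the terpenoid backbone, 5 of 6 of fatty acid biosynthesis (adjusted p = 0.00365) and 5 of 6 of polyunsaturated fatty acid synthesis. The list of polyunsaturated fatty acid synthesis also holds SCD, so it is not specific to that synthesis. The background of these tests was the 1570 genes that entered. The number of lists with an adjusted p of at most 0.05 was 8 in this restricted clustering and 0 in the setting chosen at the start.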

Analysis of the genes in the steroid biosynthesis and the fatty acid biosynthesis pathways showed that both pathways were significantly repressed by DHA supplementation although the steroid biosynthesis pathway was most dramatically repressed (Figure 2c). 

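The 20 genes listed for steroid biosynthesis had a median log2 fold change of −0.36 with DHA at 24 h, and 16 of 20 fell (limma's fry, adjusted p = 1.36e-05 by Benjamini-Hochberg over 10 tests of 2 lists and 5 treatments, or 3.02e-08 with the replicate block). It was −0.36 with DHA + PRO (19 of 20 genes fell, fry adjusted p = 7.30e-06, or 1.44e-08 with the block) and −0.34 with DHA + PCA (16 of 20 fell, adjusted p = 8.70e-06, or 3.02e-08 with the block). Leaving out single samples moved the DHA median most, to between −0.43 and −0.30. Of the 16 genes listed for fatty acid biosynthesis, 13 were expressed. Their median was −0.080 with DHA (8 of 13 fell, fry adjusted p = 0.00572, or 0.00601 with the block), −0.092 with DHA + PRO (7 of 13 fell, adjusted p = 0.00572, or 0.00516 with the block) and −0.13 with DHA + PCA (8 of 13 fell, adjusted p = 0.00813, or 0.00747 with the block). The median of the steroid list lay 0.28 below that of the fatty acid list with DHA, that is a difference of −0.28 (two-sided permutation test over genes, 100000 resamples, p = 0.0565). With the replicate block the difference was −0.30 (permutation p = 0.0353), and with the sterol core in place of the steroid list it was −0.33 (permutation p = 0.0171). With only genes of an average log2 CPM above 2 it was −0.27 (permutation p = 0.0776). Genes are not independent replicates in this test. At 6 h the medians with DHA were −0.26 for the steroid list and −0.040 for the fatty acid list (both fry adjusted p = 0.00500). From the repression of these pathways, the paper concludes that DHA interferes with anabolic lipid metabolism at the transcriptional level and that it primarily targets the synthesis of cholesterol.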

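With PRO at 24 h, the 20 steroid biosynthesis genes had a median log2 fold change of −0.048, and 14 of 20 fell (limma's fry, adjusted p = 0.385 by Benjamini-Hochberg, or 0.0749 with the replicate block). With one Ctrl sample left out, replicate 2, this median was 0.019. The 13 fatty acid biosynthesis genes had a median of 0.066 with PRO, where 5 of 13 fell (adjusted p = 0.385, or 0.280 with the block), and −0.034 without PRO replicate 1. With PCA the steroid list had a median of −0.017 (12 of 20 fell, fry adjusted p = 0.724, or 0.353 with the block). The fatty acid list had a median of 0.0010 (6 of 13 fell, adjusted p = 0.933), or −0.0031 with the block (adjusted p = 0.937). The single genes of the steroid list ran from −0.31 to 0.21 with PRO and from −0.33 to 0.19 with PCA.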

The sterol biosynthesis pathway was also slightly repressed by PRO alone, while PCA showed no effect (Figure 2c). This clearly indicates that DHA interferes with anabolic lipid metabolism at a transcriptional level and that this primarily targets the cholesterol synthesis pathway.

Consistent with this, we found 3-hydroxy-3-methylglutaryl-CoA reductase gene (*HMGCR*) to be one of the transcripts most repressed by DHA. *HMGCR* encodes the rate-limiting enzyme of the cholesterol biosynthesis, and the repression of this gene by DHA in HepG2 is in agreement with results obtained in mouse and rat liver [30,31].

To substantiate our findings, we validated the RNA-seq by RT-qPCR on a subset of genes known to be pivotal for the cholesterol biosynthesis pathway [32,33,34]. Beside the very good agreement between the data obtained by RNA-seq and RT-qPCR both at 6 (Figure S2) and 24 h (Figure 3) exposure to bioactives, these data further emphasize that PRO and PCA alone have little or no effect on the expression of genes associated with cholesterol biosynthesis, and that their co-administration with DHA do not further modulate the effect of DHA.

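RNA-seq values were computed for HMGCS1, IDI1, SQLE, CYP51A1 and MSMO1. HMGCS1 (chromosome 5 of hg19, 43287572 to 43313614, minus strand) had 871 ± 34.5 CPM in Ctrl and 590 ± 85.7 with DHA at 24 h (SD, n = 3 each). Its log2 fold change was −0.56 (SE 0.119, adjusted p = 0.0466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 0.00773 with the replicate block), and the adjusted p ran from 0.00354 to 0.308 over the alternatives. The other 4 genes had log2 fold changes with DHA of −0.41 for IDI1, −0.35 for SQLE, −0.43 for CYP51A1 and −0.37 for MSMO1. Their adjusted p in edgeR ran from 0.0727 to 0.354. With the replicate block it was 0.0781 for IDI1, 0.0105 for SQLE, 0.00320 for CYP51A1 and 0.0113 for MSMO1. Pooled over the 3 pairs of groups that differ by DHA, these 4 genes passed, with edgeR's adjusted p from 3.74e-06 to 7.30e-05. For each of the 5 genes except IDI1 the 3 DHA samples all lay below the 3 Ctrl samples, the exact permutation p being 0.1, and for IDI1 it was 0.2. Adjusted over the 13 genes named in the paper alone, 12 passed an adjusted p of 0.05 for DHA, against 7 when the adjustment covered all genes and 11 with the block. This list is the paper's own, so the former count shows no stability.

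At 24 h the 5 genes had log2 fold changes between −0.04 and 0.11 with PRO and between −0.12 and −0.02 with PCA, with adjusted p of at least 0.910 in edgeR. With DHA + PRO the 5 genes had log2 fold changes of −0.85 for HMGCS1, −0.70 for IDI1, −0.38 for SQLE, −0.60 for CYP51A1 and −0.62 for MSMO1, and edgeR's adjusted p ran from 3.72e-04 to 0.0428, or from 1.81e-05 to 0.00271 with the block. With DHA + PCA they were −0.73, −0.54, −0.35, −0.57 and −0.58 in that order, and edgeR's adjusted p was 0.0528 for IDI1, 0.0925 for SQLE and at most 0.00358 for the others, or at most 0.00749 for all 5 with the block. DHA + PRO minus DHA was −0.29 for HMGCS1 (unadjusted p = 0.0235 in edgeR), −0.29 for IDI1 (0.0254), −0.24 for MSMO1 (0.0147), −0.17 for CYP51A1 (0.0850) and −0.03 for SQLE, each with an adjusted p of 0.999. DHA + PCA minus DHA was −0.21 for MSMO1 (unadjusted p = 0.0354 in edgeR, adjusted p = 0.999).

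At 6 h the log2 fold changes with DHA were −0.79 for HMGCS1 (adjusted p = 0.00107 in edgeR), −0.63 for IDI1, −0.53 for SQLE, −0.45 for CYP51A1 and −0.81 for MSMO1. The adjusted p of the last 4 was above 0.05 without the replicate block and from 4.31e-05 to 0.0191 with it. In the pooled comparison it ran from 3.01e-05 to 0.0266 for these 4 in edgeR. The 5 genes stayed between −0.17 and −0.01 with PRO and between −0.03 and 0.05 with PCA at 6 h. With DHA alone each of the 5 genes fell further at 6 h than at 24 h in the joint fit. For MSMO1 the difference was 0.43 (edgeR unadjusted p = 0.0189, adjusted p = 0.999). The median of the whole steroid list went the other way, with −0.26 at 6 h and −0.36 at 24 h.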

Consistent with the finding that DHA represses the expression of genes involved in fatty acid biosynthesis, the expression of the genes encoding acetyl-CoA carboxylase 1 (*ACACA*), the rate-limiting enzyme for fatty acid biosynthesis, and fatty acid synthase (*FASN*) was repressed by DHA while PRO and PCA had no effect. Similarly, genes encoding stearoyl-CoA desaturase 1 (*SCD1*), acyl-coenzyme A synthetase short-chain family member 2 (*ACSS2*) and ATP citrate lyase (*ACLY*) (Figure S3) were down-regulated by DHA only. This is in agreement with a previous report showing that the DHA supplementation decreases the expression of genes involved in fatty acid synthesis in liver cells [31]. 

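ACACA (chromosome 17 of hg19, 35441927 to 35766902, minus strand) had 154 ± 9.43 CPM in Ctrl and 108 ± 2.10 with DHA at 24 h (SD, n = 3 each). Its log2 fold change was −0.52 (SE 0.0849, adjusted p = 0.00344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 5.37e-04 with the replicate block). FASN (chromosome 17, 80036214 to 80056106, minus strand) fell from 1853 ± 160 to 1213 ± 121 CPM, a log2 fold change of −0.61 (SE 0.125, adjusted p = 0.0356 in edgeR, or 0.00721 with the block). For both genes the 3 DHA samples lay below the 3 Ctrl samples (exact permutation test, p = 0.1). Over the alternatives the adjusted p for DHA ran from 1.67e-06 to 0.0469 for ACACA and from 0.00176 to 0.280 for FASN. PRO and PCA gave log2 fold changes of 0.07 and −0.03 for ACACA, and −0.19 (adjusted p = 0.854 in edgeR) and 0.10 for FASN.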

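SCD, the gene symbol of stearoyl-CoA desaturase 1 in the deposited table (chromosome 10 of hg19, 102106772 to 102124588, plus strand), fell from 4137 ± 64.5 CPM in Ctrl to 2456 ± 53.2 with DHA at 24 h (SD, n = 3 each). Its log2 fold change was −0.75 (SE 0.0745, adjusted p = 2.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 1.00e-08 with the replicate block). ACSS2 (chromosome 20, 33462766 to 33515769, plus strand) fell from 271 ± 16.2 to 149 ± 1.90 CPM, a log2 fold change of −0.87 (SE 0.0826, adjusted p = 2.70e-06 in edgeR, or 1.15e-07 with the block). ACLY (chromosome 17, 40023170 to 40075275, minus strand) fell from 580 ± 25.5 to 421 ± 7.42 CPM, a log2 fold change of −0.46 (SE 0.0749, adjusted p = 0.00308 in edgeR, or 9.12e-05 with the block). The 3 DHA samples lay below the 3 Ctrl samples in each gene (exact permutation test, p = 0.1). With PRO the log2 fold changes were −0.13 for SCD, −0.09 for ACSS2 and 0.01 for ACLY, and with PCA −0.02, −0.06 and 0.03.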

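DHA + PRO changed SCD by −0.74, ACSS2 by −0.79, ACLY by −0.48, FASN by −0.65 and ACACA by −0.26 on the log2 scale against Ctrl at 24 h, and DHA + PCA by −0.75, −0.79, −0.52, −0.82 and −0.33. In both co-treatments 4 of the 5 genes passed an adjusted p of 0.05 in edgeR, and ACACA did not (adjusted p = 0.333 with DHA + PRO, or 0.111 with the replicate block, and 0.137 with DHA + PCA, or 0.0351 with the block). ACACA had 128 ± 9.62 CPM with DHA + PRO and 123 ± 9.05 with DHA + PCA (SD, n = 3 each). The difference from DHA alone was 0.26 for ACACA with DHA + PRO (unadjusted p = 0.00552 in edgeR) and 0.19 with DHA + PCA (0.0368), and −0.21 for FASN with DHA + PCA (0.107), each with an adjusted p of 0.999. For SCD, ACSS2 and ACLY with DHA + PRO it was 0.02, 0.08 and −0.02. The fatty acid biosynthesis list as a whole did not differ between DHA + PRO and DHA (limma's fry, unadjusted p = 0.978, adjusted p = 0.978 over 17 lists, median difference −0.036, or unadjusted p = 0.966 with the block) or between DHA + PCA and DHA (unadjusted p = 0.777, adjusted p = 0.993, median 0.0031, or 0.805 with the block).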

Co-supplementation with PCA or PRO had no additional effect (Figure S3).

In liver, the suppression of SREBP-1 accounts for much of the decrease of de novo lipogenesis by dietary PUFAs, which are well-established regulators of SREBP-1, but not SREBP-2, nuclear abundance [29]. Among LC-PUFAs, DHA is indicated as the major suppressor of nSREBP-1 abundance in vivo, and the major component of this control is supposed to be at the post-translational level [35]. 

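SREBF1 (NM_004176), which encodes SREBP-1, lies on the minus strand of chromosome 17 of hg19 from 17714663 to 17740325. It had 153 ± 9.86 CPM in Ctrl and 97.3 ± 19.4 with DHA at 24 h (SD, n = 3 each), a ratio of 0.636. The log2 fold change was −0.65 (SE 0.162, unadjusted p = 4.69e-04 and adjusted p = 0.145 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block the adjusted p was 0.0134, and over the alternatives it ran from 0.0109 to 0.737. Pooled over the 3 pairs of groups that differ by DHA, the log2 fold change was −0.68 at 24 h (edgeR adjusted p = 7.15e-05, or 1.55e-06 with the block) and −0.63 at 6 h (1.83e-04, or 3.79e-06 with the block). The 3 DHA samples lay below the 3 Ctrl samples (exact permutation test, p = 0.1). With DHA + PRO the log2 fold change was −0.68 (edgeR adjusted p = 0.0614, or 0.00569 with the block) and with DHA + PCA −0.81 (0.0226, or 0.00104 with the block). PRO and PCA gave −0.22 (adjusted p = 0.872 in edgeR) and 0.12. Divided by the counted length of 4808 bp in the deposited table, SREBF1 had 31.8 ± 2.05 RPKM in Ctrl and 20.2 ± 4.04 with DHA. The count on the gene does not separate SREBP-1a from SREBP-1c.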

Notably, we observed a marked downregulation of *SREBF1* mRNA by DHA (Figure 4a), indicating a strong transcriptional component in the repression of SREBP1 activity. In contrast, we did not observe a pronounced downregulation of the mRNA levels of *SREBF2*, the master regulator of cholesterol synthesis, although genes involved in the synthesis were significantly repressed. It is worth noting that in cultured cells SREBP-2 and SREBP-1a are the most dominant isoforms [36]. 

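SREBF2 (chromosome 22 of hg19, 42229083 to 42303312, plus strand, counted length 5266 bp) had 318 ± 23.9 CPM in Ctrl and 277 ± 22.9 with DHA at 24 h (SD, n = 3 each), or 60.4 and 52.6 RPKM. The log2 fold change was −0.20 (SE 0.0990, unadjusted p = 0.0539 and adjusted p = 0.842 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or adjusted p = 0.442 with the replicate block). The exact permutation p was 0.2. Over the alternatives run on single genes the log2 fold change ran from −0.27 to −0.14, and the adjusted p stayed above 0.05. Pooled over the 3 pairs of groups that differ by DHA, it was −0.23 and passed (edgeR adjusted p = 0.0478, or 0.00649 with the block). With DHA + PRO it was −0.20 (edgeR adjusted p = 0.628, or 0.289 with the block) and with DHA + PCA −0.28 (0.489, or 0.128 with the block). Whether the fall of SREBF1 differed from that of SREBF2 was not tested.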

SREBP-1a, which has a longer transcription-activating domain than the SREBP-1c isoform, is able to modulate expression of genes involved in both fatty acid and cholesterol biosynthesis [37]. Consistent with this, SREBP-target genes were enriched in the DHA-repressed cluster (Figure 4b).

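A list of 39 SREBP target genes was written by hand, since the paper's text does not name its list, and 37 of them were tested. The cluster of lower DHA values from all expressed genes held none of the genes changed by DHA. SREBP targets made up 0.0679% of it (1 of the 37) against 0.391% of the other genes (Fisher's exact test, two-sided, p = 0.0532, adjusted p = 0.270 by Benjamini-Hochberg over 34 tests). In the clustering restricted to genes with an unadjusted p under 0.05 in a treatment with DHA, chosen after seeing the data, 35 of the 36 targets that entered lay in the repressed cluster. They made up 12.96% of it against 0.0769% of the others (Fisher's exact test, p = 7.81e-27). Without clustering, the list had a median log2 fold change with DHA of −0.45, and 36 of 37 genes fell (limma's fry, unadjusted p = 4.58e-10, adjusted p = 3.89e-09 over 17 lists, or unadjusted p = 4.20e-11 with the replicate block). In this list 17 genes were repressed by DHA at an adjusted p of at most 0.05, 23 by DHA + PRO and 21 by DHA + PCA. The list contains the genes of cholesterol and fatty acid synthesis described above, so it is not an independent measure.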

Based on transcriptomic data, a reduced intracellular cholesterol concentration was expected in all DHA-supplemented cells. In contrast, parallel experiments evidenced a decreased cholesterol intracellular concentration only in cells supplemented with DHA alone [20]. In mammalian cells, cholesterol homoeostasis is stringently controlled, its level being maintained by a balance between uptake, efflux and endogenous synthesis. In hepatic cells, efflux deserves attention since hepatic biosynthesis largely contributes to cholesterol homeostasis in the body [38]. Supplementation with DHA alone did not modify cholesterol efflux, confirming that the reduced cholesterol concentration in DHA-supplemented cells was related to a decreased sterol biosynthesis. In PRO, and mainly PCA and DHA + PCA-supplemented cells, a decreased cholesterol efflux was observed (Figure 5), and let us hypothesize that the reduced cholesterol biosynthesis was counterbalanced by the reduced efflux, so keeping the concentration of cholesterol constant.

The absence of significant changes of the total fatty acid concentration in cells exposed to DHA compared to controls (Table S3) could be ascribable to the increased DHA uptake and incorporation into cell lipids (Table S2). Indeed, cells supplemented with DHA and DHA + PRO showed a trend to reduction in the concentration of total fatty acids other than DHA, and the concentration of total PUFAs other than DHA was significantly lower in cells supplemented with the fatty acid (Table S3). 

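A list of desaturases, elongases and enzymes of the elongation cycle stood for polyunsaturated fatty acid synthesis. It also holds SCD and ELOVL6, which are not specific to that synthesis. The list had a median log2 fold change of −0.14 with DHA at 24 h, and 7 of 11 genes fell (limma's fry, unadjusted p = 3.74e-05, adjusted p = 1.27e-04 over 17 lists, or unadjusted p = 5.41e-05 with the replicate block). No test of the list without SCD and ELOVL6 is given. Besides SCD, the genes FADS1, FADS2 and ELOVL6, named here after their values were seen, passed an adjusted p of 0.05 in edgeR. Their log2 fold changes were −0.44 for FADS1 (adjusted p = 0.0212 in edgeR), −0.63 for FADS2 (0.00895) and −0.55 for ELOVL6 (0.00730). ELOVL2 changed by 0.11 and ELOVL5 by −0.14, and neither passed. FADS1 (chromosome 11 of hg19, 61567097 to 61584529, minus strand) and FADS2 (61583675 to 61634826, plus strand) overlap in the deposited coordinates, and the paper's text does not state whether reads were counted by strand.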

We speculate that DHA supplementation reduced fatty acid and PUFA synthesis, in agreement with transcriptomic data. Interestingly, the increased uptake of supplemented DHA was coupled to a transient increase in the intracellular level of TGs (Figure S4). Similar results were already reported in cultured LO2 hepatocytes [39] and cardiomyocytes [40] and could represent a protective mechanism in the early stage of DHA supplementation to avoid excess LC-PUFAs resulting in the generation of lipid peroxides and potential cytotoxicity [41].

## 4. Conclusions

In vitro studies, animal experiments, observational studies, and randomized clinical trials have examined the health effects of n-3 LC-PUFAs, which are known to affect a wide range of physiological functions in multiple tissues [42,43]. With unique chemical structures and three-dimensional configurations, n-3 LC-PUFAs influence multiple relevant molecular pathways, which individually or in sum might contribute to the observed effects on physiological risk factors and clinical events. A lingering issue in this field is that most studies of n-3 LC-PUFAs involve fish oil or mixtures of EPA and DHA without considering that each fatty acid could have distinct biological effects and tissue specific effects [44]. The present study was conducted to further characterize the independent, specific effect of DHA on the transcriptome of liver cells. Our aim was not to compare the effect of EPA and DHA supplementation, which is speculative since EPA is substantially converted to DHA within the human body [45], but to evidence the DHA-specific transcriptional targets.

Our results emphasize that DHA effects are mediated, at least in part, by modulation of gene expression and clearly indicate that it mainly interferes with anabolic lipid metabolism primarily targeting the cholesterol synthesis pathway. The observed impact of DHA treatment on the transcriptome is in line with recently published results in breast cancer cells, where 100 µM DHA strongly downregulated genes involved in the cholesterol biosynthesis pathway, especially after 24 h of treatment [46]. Of note, a strong transcriptional component in the repression of SREBP1 activity was observed, suggesting that the control of nSREBP-1 abundance by DHA is not solely at the post-translational level.

PRO and PCA alone had only a minor effect on the transcriptome, and although co-treatment with PRO increased the magnitude of DHA-induced regulation for both activated and repressed genes, it did not further modulate the effect of DHA on sterol and fatty acid biosynthesis in cultured hepatoma cells. This indicates that there is no major crosstalk between DHA and PRO and PCA at the level of transcriptional regulation. However, intervention studies are needed to exclude such as cross-talk in vivo, as PRO and PCA through pathways that are not represented by our in vitro model system. 

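The interaction of each co-compound with DHA at 24 h was tested as the effect of DHA in its presence minus the effect of DHA alone. It passed an adjusted p of 0.05 for 0 genes with PRO (595 at an unadjusted p under 0.05, lowest adjusted p = 0.955 in edgeR's quasi-likelihood test) and 0 genes with PCA (210, lowest adjusted p = 0.99993). Both counts were also 0 with the replicate block. The PRO count moved most with a GC-content offset together with the block, an alternative chosen after seeing the data, which gave 11 genes, and a fit with no filter on low counts gave 6. At 6 h it was 0 with PRO (217 at an unadjusted p under 0.05) and 0 with PCA (108), again also with the block. The interaction had a median of −0.036 over the steroid biosynthesis list with PRO (limma's fry, unadjusted p = 0.978, or 0.841 with the block) and −0.018 with PCA (0.839, or 0.728 with the block). In simulated data with changes in DHA + PRO alone, the interaction test found 83% of the genes changed by 1 on the log2 scale and 17% of those changed by 0.5. With a simulated replicate effect it found 6% and 0% without the block and 75% and 7% with it, so interactions of this size could be missed.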

The herein reported study was conducted within the PATHWAY-27 EU project, in which the main objective was the formulation of food enriched with DHA, alone or in combination with oat β-glucan (source of PRO) and anthocyanins (source of PCA), and the validation of their effectiveness in the counteraction of MetS. PATHWAY-27 also included a pilot intervention study [47,48] and a larger intervention study (unpublished data). In the pilot study, DHA administration induced a metabolome perturbation that was influenced by the co-presence of the other bioactives [41], and both intervention trials evidenced that food enriched with DHA plus oat β-glucan or DHA plus anthocyanins offer a promising food-based strategy for MetS prevention.

### Availability of Supporting Data

The RNA sequencing data have been deposited in Gene Expression Omnibus with accession number GSE147718, which are available at link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147718. In the file name of the deposited dataset, propionate can be either PRO or PA (propionic acid).

## Figures and Tables

**Figure 1:**
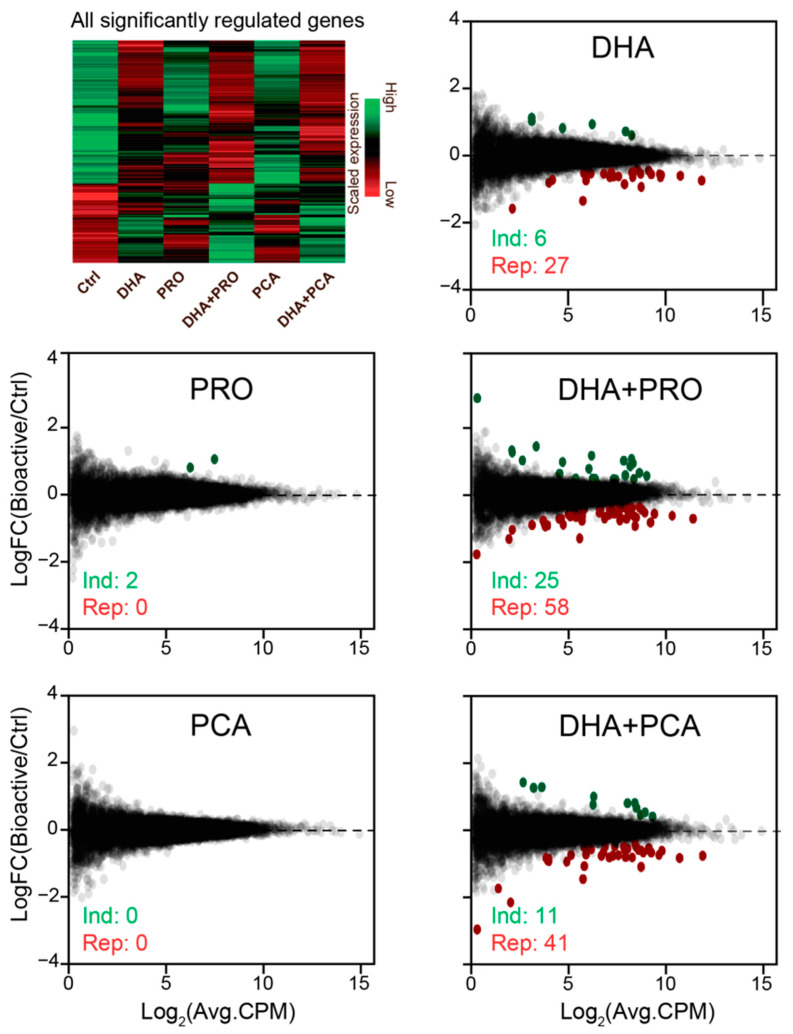
Global effects of docosahexaenoic acid (DHA), propionate (PRO), protocatechuic acid (PCA) or combinations hereof on gene expression in HepG2 cells. Heatmap representing the effects of the bioactives on the expression of genes found to be regulated by at least one of the bioactive conditions or combinations thereof. The expression is illustrated as scaled tag counts (using scale function in R) clustered by bioactive effects. Data in this figure represents 3 biological replicates. MA plots showing the transcriptional effect of 24 h supplementation with bioactives. LogCPM = log_2_ normalized sequence counts per million (CPM), LogFC = log_2_ fold change (FC) in expression between control and bioactive treatment. Green and red dots represent significantly induced and repressed genes (adjusted *p*-value ≤ 0.05, log_2_CPM > 0, log_2_FC > 0 (induced) or log_2_FC < 0 (repressed)), respectively.

**Figure 2:**
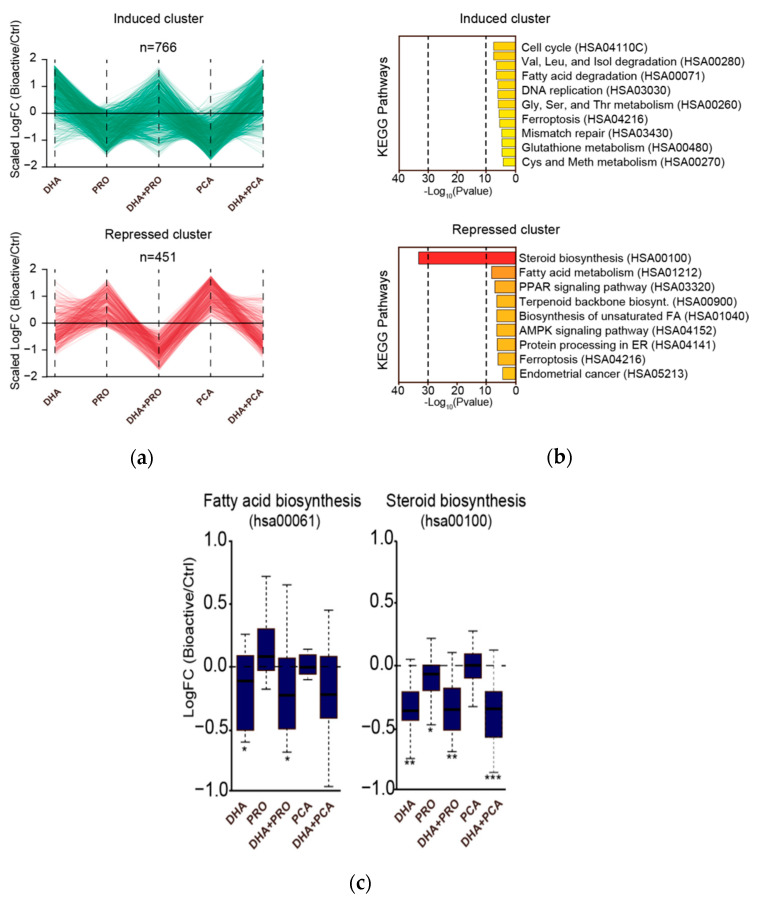
(**a**) Line plots representing scaled log_2_ fold changes (FC) following bioactive treatment of all expressed genes (LogCPM > 2) affected by DHA supplementation (abs(LogFC(DHA/Ctrl) ≥ 0)) and assigned to a cluster. The clusters were obtained by initial K-means clustering followed by C-means clustering (using Mfuzz package for R) to obtain genes with a high membership score (>0.8, fuzzification = 2); (**b**) Bar plots illustrating significantly (adjusted *p*-value ≤ 0.05) induced and repressed pathways within each cluster, respectively. Performed using enrichKEGG function in clusterProfiler package for R; (**c**) Boxplots illustrating the log_2_ fold change in expression of genes belonging to the KEGG pathways hsa00061 (fatty acid biosynthesis) and hsa000100 (steroid biosynthesis) following bioactive treatment (* *p* < 0.05, ** *p* < 0.005, *** *p* < 0.0005).

**Figure 3:**
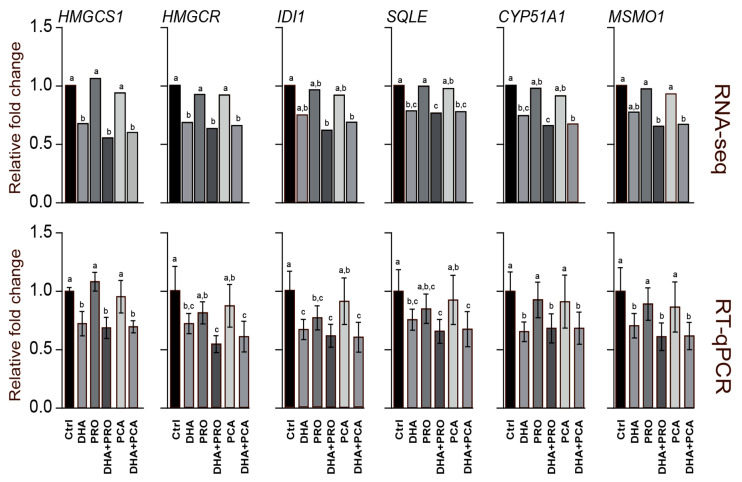
Comparison of transcriptional effects of 24 h exposure to DHA, PRO and PCA on genes involved in steroid biosynthesis (3-hydroxy-3-methylglutaryl-CoA synthase 1, *HMGCS1*; 3-hydroxy-3-methylglutaryl-CoA reductase, *HMGCR*; isopentenyl-diphosphate Δ isomerase 1, *IDI1*; squalene epoxidase, *SQLE*; cytochrome P450 family 51 subfamily A polypeptide 1, *CYP51A1*; methylsterol monooxygenase 1, *MSMO1*) mapped by RNA-seq and RT-qPCR. Data are represented as the mean fold change of relative expression compared to control cells. Statistical analysis was carried out using one-way ANOVA followed by Tukey’s HSD test. Different letters indicate statistical significance (*p* < 0.05).

**Figure 4:**
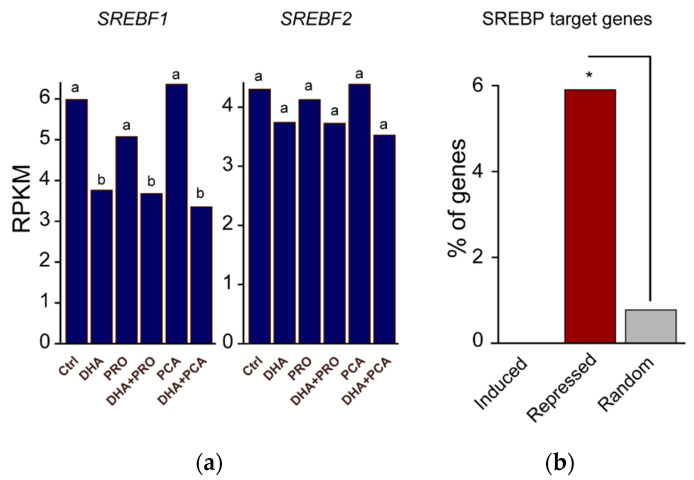
*SREBPF1*, *SREBPF2*, and SREBP-target gene expression. (**a**) *SREBF1* and *SREBF2* expression (RPKM: reads per kilobase per million mapped reads). Statistical analysis was carried out using one-way ANOVA followed by Tukey’s HSD test. Different letters indicate statistical significance (*p* < 0.05); (**b**) The relative percent enrichment of SREBP-target genes within each cluster and random genes (* *p* < 4 × 10^−9^, proportion test).

**Figure 5:**
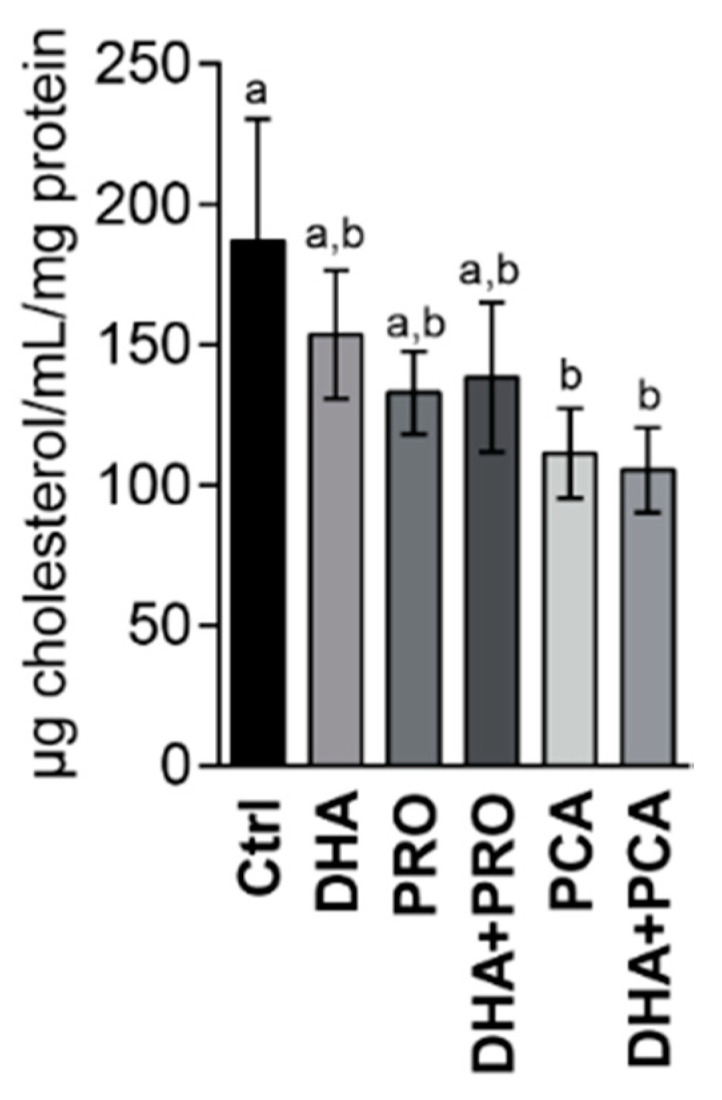
Cholesterol concentration in the media of control and supplemented cells after 24 h supplementation. Data are expressed as µg cholesterol/mL medium/mg protein in the well. Statistical analysis was carried out by the one-way ANOVA followed by Tukey’s HSD test. Different letters indicate statistical significance (*p* < 0.05).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/12/10/2952/s1, Figure S1: Gene expression change after 6 h and 24 h supplementation, Figure S2: Comparison of transcriptional effects of 6 h exposure to DHA, PRO and PCA on genes involved in steroid biosynthesis mapped by RNA-seq and RT-qPCR, Figure S3: Comparison of transcriptional effects on genes involved in fatty acid biosynthesis of bioactives on HepG2 cells mapped by RNA-seq, Figure S4: Intracellular triglyceride content in control and supplemented cells after 6 h and 24 h supplementation, Table S1: Primers used for RT-qPCR, Table S2: Fatty acid (FA) composition of HepG2 cells after 6 h and 24 h supplementation, Table S3: Total FA, PUFA, and DHA content in control and supplemented cells after 24 h supplementation.

How the deposited data were processed for this re-analysis (not part of the article)

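RNA-seq of HepG2 cells was taken from the deposited table for 36 samples: vehicle control (Ctrl), DHA, PRO, PCA, DHA + PRO and DHA + PCA, each for 6 h and 24 h with 3 independent experiments. The authors pooled the RNA of 3 culture replicates in each experiment, prepared libraries with the TruSeq kit, aligned the reads to hg19 with STAR and processed them with the iRNA-seq pipeline. The deposited values are raw counts of reads per RefSeq gene for 18932 genes, and the authors applied no normalization to them. The deposited table also gives each gene's chromosome, start, end, strand and counted length in base pairs (an other unit, used only for RPKM), and 8 genes have a counted length of 1 bp. The starts in the deposited table count from 0, and 1 was added to those printed. Conditions and replicate numbers were taken from the sample labels, and no sample was left out. No pair among the 630 pairs of libraries was a duplicate, since the lowest chi-square per degree of freedom was 1.93. RT-qPCR, cholesterol, triglyceride and fatty acid measurements have no values in the deposited table and were left out.

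Total counts per sample ran from 4659744 to 42326734 with a median of 7034010. At 24 h, all libraries except replicate 2 of DHA + PRO lay between 5617341 and 8657882. Molecular identifiers are not described, and counts therefore reflect reads and not molecules.

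Counts were analysed in R 4.3.3 with edgeR 4.0.16, in a separate fit for the 18 samples of each time point and in a joint fit of all 36 for differences between times. Genes were kept by filterByExpr on the groups, library sizes were scaled by TMM, and the quasi-likelihood F test was used without robust estimation. P-values were adjusted by Benjamini-Hochberg over all genes tested, and genes with an adjusted p of at most 0.05 and an average log2 CPM above 0 were counted, the limits that the paper's Figure 1 legend gives. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The paper's RNA-seq analysis section and the legend of Figure 3 name a one-way ANOVA with Tukey's test for significance among treatments, which was not repeated here. Single genes were also compared by an exact two-sided permutation test of 3 samples against 3, whose smallest p is 0.1. CPM values are means with SD on TMM-scaled library sizes.

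Pairing of samples was not stated by the paper. It was taken from the replicate numbers in the labels and checked by the correlation of residuals, and a model with the replicate number as an additive factor (replicate block) is given beside the main results. The 2 series of library numbers in the labels served as a further candidate batch. Gene lists were written by hand and tested with fry and camera (inter-gene correlation 0.01) on voom values in limma 3.58.1. The medians of the steroid and fatty acid lists were compared by a permutation test with 100000 resamples of genes. The 10 tests of these lists per time point were adjusted together, and all 17 lists were adjusted together per comparison. Fuzzy clustering used K-means (50 starts, seed 1) followed by cmeans of e1071 1.7.16, the function that Mfuzz calls, since Mfuzz itself was not at hand. Enrichment in clusters was tested by Fisher's exact test against all genes that entered the clustering. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

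The genes named are those the paper names, except one that is not reported here, and for each treatment with DHA at 24 h the 3 largest rises and the 3 largest falls among genes past the threshold whose treated and control samples do not overlap. Names given outside this rule are marked as chosen after their values were seen, with 2 exceptions. ELOVL2 and ELOVL5, and RPL41, RPS15, PPP1R3C and RNF138, lie outside the rule and carry no such mark. This rule, the comparisons, their tests, the gene lists and most alternatives were chosen before the data were examined. These alternatives were DESeq2 size factors, upper quartile scaling, the DESeq2 1.42.0 Wald test, the edgeR likelihood ratio test, no filter on low counts, 2 other limits on average expression, fits of only the groups compared, both blocks, and leaving out each sample. Single genes were run only under DESeq2 size factors, the Wald test, both blocks, fits of only the groups compared and leaving out each sample. Ranges over the alternatives for a single gene cover these. For clusters the alternatives were 3 or 4 centres, a membership above 0.7 and a lower expression limit. Chosen after seeing the data were a thinned deep library, a GC-content offset with and without the replicate block, 5 or 6 centres, clusterings of genes chosen by p, a replicate block within each time for the difference between times, and RPKM by gene span. The GC-content offset was a smoothing spline with 5 degrees of freedom per library on the GC content of 17756 of the 18932 genes, and its degrees of freedom were not counted in the residual degrees of freedom. GC content was computed from transcript sequences, and genes without one had no GC correction.

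The steps were tested on simulated data with 200 of 11893 genes changed, drawn from the better expressed genes. The spread of each gene came from the fit without the block, which already holds the differences between replicates. Simulated replicate and GC effects were added to that spread. The edgeR test found 97% of the genes changed by 1 and 44% of those changed by 0.5 on the log2 scale, and 6% of its 150 calls were unchanged genes. The DESeq2 test found 97% and 51%, and 9.20% of its 163 calls were unchanged genes. With a simulated replicate effect, the replicate block found 93% and 44% and the fit without it 62% and 0%. The interaction test on changes in DHA + PRO alone found 83% and 17%, and 3.85% of its 104 calls were unchanged genes. With a simulated GC bias and replicate effect, the offset with the block found 97% and 48%, 4.61% of its 152 calls were unchanged genes, and it gave 0 calls for a treatment without changes. The fry test gave an unadjusted p = 8.85e-11 for 20 genes lowered by 0.5, and 5.5% of 200 random lists had an unadjusted p under 0.05. Clustering of all genes with 2 centres placed 0% of the changed genes in the cluster of their direction, and clustering of genes with an unadjusted p under 0.05 in a treatment with DHA placed 41.4% of the lowered and 51.5% of the raised genes.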

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

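The tests of GC content, shared reads, the NRF2 targets other than AKR1B10 and the wider fatty acid list below were chosen only after the result was seen, and the tests of the whole lists of PPARα, NRF2 and ATF4 target genes were not.

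Among the 3 genes induced by DHA at 24 h, none is discussed in the paper, and they stand out as a signal outside the genes it reports on. AKR1B15 had a log2 fold change of 1.14, AKR1B10 of 0.94 and SPP1 of 0.60, each without overlap between the 3 DHA and the 3 Ctrl samples, as chance gives for 10% of genes in either direction. They were also past the threshold with DHA + PRO (1.44, 1.16 and 1.06) and DHA + PCA (1.29, 1.02 and 0.83). All 3 comparisons use the same 3 Ctrl samples, so they are not independent of each other. For AKR1B10 and SPP1, the larger of their edgeR adjusted p (Benjamini-Hochberg) for DHA was 0.0330 with a GC-content offset, where their log2 fold changes were 0.95 and 0.57, so GC content does not account for the whole rise. Every group of 24 h holds 2 libraries of the earlier series and 1 of the later, and a block on the series is therefore no test of it. Over the alternatives run on single genes, the adjusted p ran from 4.18e-06 to 0.0431 for AKR1B10 and from 2.89e-05 to 0.0640 for SPP1. AKR1B15 is a close paralog of AKR1B10 and held 7.03% to 12.1% of the counts of the pair. The log2 fold changes of the paralogs differed by 0.20, 0.28 and 0.27 in the 3 treatments with DHA, at most 1.40 standard errors. The rise of AKR1B15 can therefore not be told apart from reads shared with AKR1B10. The test as first written would have called a difference of more than 1 standard error evidence against shared reads, and the limit was raised to 2 after the value was seen.

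A possible explanation for the rise of AKR1B10 is the response to oxidation products of DHA through NRF2, of which AKR1B10 is a listed target. The 21 NRF2 targets tested had a median log2 fold change of 0.35 with DHA (2 of 21 below 0, limma's fry, unadjusted p = 5.43e-04, adjusted p = 0.00154 over 17 lists, or unadjusted p = 7.92e-07 with the replicate block), which is consistent with it. Without AKR1B10 itself, the other 20 had a median of 0.33 (2 of 20 below 0, fry unadjusted p = 6.59e-04, or 8.64e-07 with the block). Targets of PPARα (median 0.072, 7 of 21 below 0, unadjusted p = 0.484, or 0.245 with the block) and of ATF4 and the ER stress response (median 0.20, 4 of 18 below 0, unadjusted p = 0.214, or 0.226 with the block) gave no such signal. Neither oxidation products nor NRF2 protein were measured, and no biological explanation of the rise of SPP1 was tested.

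The difference of the DHA effect between 24 h and 6 h also stood out for the 5 lipogenic genes ACACA, FASN, SCD, ACSS2 and ACLY. Their median log2 fold change was −0.28 at 6 h and −0.61 at 24 h, and the median of the difference was −0.40 (limma's fry, unadjusted p = 0.00127, adjusted p = 0.0216 over 17 lists). The paper chose these 5 genes, so the result may rest on that choice. HMGCS1, IDI1, SQLE, CYP51A1 and MSMO1, which the paper also names, fell further with DHA at 6 h than at 24 h. The other 12 genes of fatty acid biosynthesis did not differ between the times in the same direction past the threshold (unadjusted p = 0.596). No result with the replicate block is given for either list. For single genes, the block within each time raised the count for this difference from 0 to 3. A difference of library batches between the times was not tested, because each time has its own Ctrl samples and both times hold both library series.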

How the results depend on the processing

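Tests of other splits of the samples were chosen only after the result was seen, except those of the genes changed by each treatment and by pooled DHA at 24 h. Alternatives marked as added were also chosen after the data were seen.

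The counts of changed genes kept their order at 24 h (treatments with DHA above PRO and PCA) under every alternative, and 0 genes for PCA held in all of them. DESeq2 size factors, upper quartile scaling and other limits on average expression changed no count at 24 h or 6 h by more than 1.5 times. The steroid list with DHA, DHA + PRO and DHA + PCA, and the fatty acid list with the same treatments, fell and passed the threshold under every alternative, leaving out samples included.

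DESeq2's Wald test gave 48 genes for DHA, 1 for PRO, 74 for DHA + PRO, 63 for DHA + PCA, 11 for DHA + PRO against DHA and 222 for pooled DHA at 24 h, and 10, 11 and 7 for DHA, DHA + PRO and DHA + PCA at 6 h. The likelihood ratio test gave 47, 2, 78 and 71 for DHA, PRO, DHA + PRO and DHA + PCA, 222 for pooled DHA, and 10, 10 and 7 at 6 h. No filter gave 49 for DHA, 10 for PRO, 79 for DHA + PRO, 74 for DHA + PCA, 6 for the interaction with PRO, and 5 for DHA and 7 for DHA + PRO at 6 h. The replicate block gave 77, 135, 130 and 367 for DHA, DHA + PRO, DHA + PCA and pooled DHA, 1 for DHA + PRO against DHA, and 18, 13 and 11 at 6 h. It kept every gene found without it at both times. The library series block gave 53 for DHA + PCA, and 8, 10 and 8 at 6 h. Fits of only the groups compared gave 79 for DHA + PRO and 61 for DHA + PCA, and 0 for DHA and DHA + PRO at 6 h (337 and 264 at an unadjusted p under 0.05 in the fit of all groups).

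The added GC-content offset gave 48, 86, 68 and 266 for DHA, DHA + PRO, DHA + PCA and pooled DHA, and 7 for each of the 3 treatments with DHA at 6 h. With the replicate block added to it, the counts were 198 for DHA, 46 for PRO, 410 for DHA + PRO, 368 for DHA + PCA, 61 for DHA + PRO against DHA, 11 for DHA + PCA against DHA, 11 for the interaction with PRO and 799 for pooled DHA, and 36, 34 and 26 at 6 h. The added replicate block within each time gave 3 for the difference of the DHA effect between times, where the block shared by both times gave 0. Thinning the deep library together with the block gave 59 for DHA, 122 for DHA + PRO, 130 for DHA + PCA, 1 for DHA + PRO against DHA and 355 for pooled DHA. The cause of these shifts was not tested, except that blocks and offsets lower the residual variance.

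With single samples left out, the counts ran from 11 to 16 for DHA, from 21 to 31 for DHA + PRO, from 20 to 30 for DHA + PCA and from 113 to 223 for pooled DHA at 24 h, and from 1 to 2, 1 to 6 and 1 to 3 at 6 h. Counts of 0 stayed at 0. The steroid list medians ran from −0.43 to −0.30 for DHA, −0.11 to 0.02 for PRO, −0.082 to 0.0016 for PCA, −0.41 to −0.32 for DHA + PRO and −0.43 to −0.31 for DHA + PCA. Those of the fatty acid list ran from −0.14 to −0.05, −0.034 to 0.082, −0.021 to 0.0055, −0.18 to −0.07 and −0.26 to −0.08 for the treatments in the same order. Reversals were confined to PRO and PCA, whose lists lay near 0. The steroid list had a median of 0.019 for PRO without Ctrl replicate 2 and 0.0016 for PCA without PCA replicate 1, and the fatty acid list −0.034 for PRO without PRO replicate 1. For PCA the fatty acid list had −0.0031 with the replicate block, −0.0020 with the library series block, −0.021 and −0.011 without Ctrl replicates 1 and 2, and −0.013 without PCA replicate 1. The cause was not tested.

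The difference between the steroid and fatty acid lists passed the threshold with the replicate block (−0.30) and with the sterol core (−0.33), and not at an average log2 CPM above 2 (−0.27). The slope of 24 h on 6 h for DHA + PRO was 1.12 with the block, and 0.50 on the 200 genes with the smallest p, where it was 0.53 for DHA + PCA. The slope of DHA + PRO on DHA was 1.03 on 200 genes and 0.60 on the cluster genes, and that of DHA + PCA 0.74 on the cluster genes. With replicate numbers left out, those slopes ran from 1.08 to 1.11 and from 1.096 to 1.21. The cause was not tested.

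The cluster with the highest DHA centre is called induced here and that with the lowest repressed, whatever the fold changes of its genes. Induced and repressed clusters held 521 and 0 genes with 3 centres, 185 and 0 with 4, and 2928 and 3031 at a membership above 0.7. Added clusterings gave 0 and 0 with 5 and with 6 centres, 329 and 239 for genes with an unadjusted p under 0.05 in any treatment, 138 and 270 for those with it in a treatment with DHA, 60 and 67 with the GC-content offset, and 103 and 105 with the offset and the block. With 3 to 6 centres the repressed cluster held 0 genes, so the share of SREBP targets had no value there, and with 5 and 6 no lists were tested. Lists enriched in a cluster rose from 0 (1 list enriched and 3 depleted at an unadjusted p under 0.05) to 8 for the genes chosen in treatments with DHA, a choice that favours such enrichment. The share of SREBP targets in the repressed cluster minus that of the other genes entering was −11.1 points. It was −23.1 at a membership above 0.7 (exact p = 7.83e-04) and −11.1 for genes chosen in any treatment (0.0277). It reversed to 81.9 for genes chosen in treatments with DHA (7.81e-27), 4.79 with the GC-content offset (0.0224) and 4.44 with offset and block (0.0510).

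For the 84 results on single genes, 922 alternatives were run. Of these, 769 kept direction and side of the threshold, 75 lost it (68 of them with a sample left out), 78 gained it and 0 changed direction.

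Where groups share replicate numbers, 4 of the 10 splits of 2 groups part all pairs with the same number, so the share of splits cannot fall under 0.05. Only 1 of the 4, the real one, gave as many genes for DHA, DHA + PRO and DHA + PCA at either time, and as small a p for the steroid and fatty acid lists in these treatments. For PRO it was 1 of 4 for the steroid list and 4 of 4 for the fatty acid list, and for PCA 2 of 4 and 4 of 4. Counts of 0 were found for PRO and PCA at both times, for the co-treatments against DHA, for the interactions and for the difference between times, all without a block. Any split reaches a count of 0, so the splits cannot test these counts. A split other than the real one gave 1 gene for the interaction with PRO. The comparisons with a count of 0 had from 86 to 716 genes at an unadjusted p under 0.05. For PRO and for DHA + PRO against DHA, with GC-content offset and block, 1 of 4 splits gave as many as 46 and 61 genes. For pooled DHA, 1 of 100 swaps within same-numbered pairs gave as many as 146, and the others at most 2. The other 6 splits of each comparison, which keep some numbers together, gave 0 genes except 1 split for PRO at 24 h (236 genes) and 1 for DHA + PRO at 6 h (426 genes).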

Differences from the paper's values

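None of the comparisons below rests on a test chosen only after the result was seen, except where a setting is said to be chosen after seeing the values. Of 66 values compared, 22 differed. The 30 folds of control for the genes of Fig. 3 were among those that did not. Their largest difference from the paper was 0.0223 (HMGCS1 with PRO).

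For DHA, 3 genes were induced against the paper's about 6 in Fig. 1, read by eye. Values within 1.5 times of each other count as closing a gap here. With only the groups compared there were 6 and with the library series block 9, which closed it, and the other alternatives set before the data were examined did not close the gap. For PRO, 0 genes were induced (716 changed in either direction at an unadjusted p under 0.05) against the paper's about 2 in Fig. 1, read by eye, and none of the alternatives set before the data were examined closed the gap. The likelihood ratio test gave 1 induced and 1 repressed gene. For DHA + PRO, 12 genes were induced against the paper's about 25 in Fig. 1, read by eye. DESeq2's Wald test (24), the likelihood ratio test (24), no filter (24), the library series block (18) and fits of only the groups compared (22) closed the gap, and the others set before the data were examined did not. In that treatment 35 genes were repressed against the paper's about 58 in Fig. 1, read by eye. The gap closed with the Wald test (50), the likelihood ratio test (54), no filter (55), the library series block (48) and only the groups compared (57), and with the replicate block (87), which lies at the limit of 1.5 times. For DHA + PCA, 6 genes were induced against the paper's about 11 in Fig. 1, read by eye, and the gap closed with the Wald test (12), the likelihood ratio test (15) and the library series block (12) alone.

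The cluster of higher DHA values held 1590 genes against about 770 in the paper's induced cluster in Fig. 2a, read by eye. With 3 centres it held 521, which closed the gap. The cluster of lower DHA values held 1473 against about 450 in the paper's repressed cluster in Fig. 2a, read by eye, and none of the alternatives set before the data were examined closed the gap.

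The median log2 fold change of the fatty acid list was −0.092 with DHA + PRO against the paper's about −0.22 in Fig. 2c, read by eye. The gap closed without Ctrl replicate 3 (−0.18) and without DHA + PRO replicate 1 (−0.15). With DHA + PCA it was −0.13 against about −0.22 in Fig. 2c, read by eye. The gap closed without Ctrl replicate 2 (−0.17), Ctrl replicate 3 (−0.26), DHA + PCA replicate 1 (−0.16) or DHA + PCA replicate 2 (−0.20), and with no other alternative set before the data were examined.

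RPKM on the counted length of SREBF1 was 31.8 for Ctrl, 20.2 for DHA, 27.2 for PRO, 19.9 for DHA + PRO, 34.5 for PCA and 18.2 for DHA + PCA. The paper's values are about 6, about 3.8, about 5.1, about 3.7, about 6.4 and about 3.4 in Fig. 4a, read by eye. For SREBF2 it was 60.4, 52.6, 58.7, 52.5, 62.2 and 49.8 in the same order, and the paper's are about 4.3, about 3.8, about 4.1, about 3.7, about 4.4 and about 3.5 in Fig. 4a, read by eye. No alternative set before the data were examined closed these gaps. The length from the start to the end of the gene in place of the counted length, chosen after seeing the values, gave 5.96, 3.79, 5.1, 3.72, 6.46 and 3.41 for SREBF1 and 4.28, 3.73, 4.16, 3.73, 4.41 and 3.53 for SREBF2.

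SREBP targets made up 0.0679% of the cluster of lower DHA values against about 5.9% of the paper's repressed cluster in Fig. 4b, read by eye. None of the alternatives set before the data were examined closed the gap, and this cluster held none of the genes changed by DHA. The clustering of genes with an unadjusted p under 0.05 in a treatment with DHA, chosen after seeing the values, gave 12.96%.

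The paper describes its clusters as DHA-induced and DHA-repressed, whereas those of all expressed genes with 2 centres held 0 of the 23 genes changed by DHA. The scaled DHA centres of these clusters were 0.15 and −0.090. A GC-content offset, chosen after seeing the values, gave DHA centres of 0.30 and −0.32. The PRO centres were then opposite in sign and larger in size (−0.48 and 0.49). The pathways the paper reports as enriched in its clusters could not be tested in clusters without the genes changed by DHA. With genes selected by p in treatments with DHA, chosen after seeing the values, 8 lists passed an adjusted p of 0.05, among them steroid biosynthesis in the repressed cluster. The paper marks the fall of the steroid list with PRO as significant in Fig. 2c, whereas it had a fry adjusted p of 0.385 (0.0749 with the replicate block, 14 of 20 genes fell). It does not mark the fatty acid list with DHA + PCA there, whereas this fell with a fry adjusted p of 0.00813. It describes SREBF1 as markedly lower with DHA, and for DHA alone the adjusted p was 0.145 in edgeR (log2 fold change −0.65, lower in 3 of 3 samples), from 0.0109 to 0.737 over the alternatives and 0.0134 with the replicate block. These adjusted p cover all genes tested, whereas the legend of Fig. 4 names an ANOVA with Tukey's test, so the thresholds are unlike. The unadjusted edgeR p of SREBF1 with DHA, given with the gene above, was below 0.05. Its RPKM by gene span, chosen after seeing the values, showed a fall of about the paper's size. Pooled over the treatments with DHA, SREBF1 passed (−0.68, edgeR adjusted p = 7.15e-05), as the paper has it. It states that PRO increased the size of the DHA effect and that PCA did not, whereas the slopes on DHA were 1.099 and 1.03 on different genes. They were 1.08 and 1.09 with the replicate block, and ran from 1.08 to 1.11 and from 1.096 to 1.21 with replicate numbers left out, so their order was not kept. The direct tests against DHA gave 0 genes each (527 and 276 at an unadjusted p under 0.05). For DHA + PRO against DHA, DESeq2's Wald test gave 11 genes, the replicate block 1 and the GC-content offset with the block, chosen after seeing the values, 61, against 0, 0 and 11 for DHA + PCA against DHA.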

Other observations

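Of the tests below, that of LXR target genes was set at the start, and the others were chosen only after the result was seen.

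FABP1, named here after its values were seen, fell with DHA at 24 h from 926 to 588 CPM (log2 fold change −0.65, edgeR adjusted p = 0.00166, or 1.52e-04 with the replicate block, lower in 3 of 3 samples). It fell by −0.36 with DHA + PRO (0.182, or 0.0435 with the block) and −0.26 with DHA + PCA (0.540, or 0.215 with the block). The direct tests of DHA + PRO and DHA + PCA against DHA gave 0 genes (527 and 276 at an unadjusted p under 0.05), FABP1 included. SPTSSA rose with PRO at 24 h by 1.06 on the log2 scale, with 298, 185 and 181 CPM in the 3 PRO samples against a mean of 107 in Ctrl (edgeR adjusted p = 0.520, or 0.0695 with the replicate block), and was also named after its values were seen.

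A candidate explanation for the fall of SREBF1 is lower activity of LXR, which drives its transcription. The 11 other LXR targets had a median log2 fold change of −0.18 with DHA at 24 h and 8 of 11 fell (limma's fry, unadjusted p = 0.0135, adjusted p = 0.0229 over 17 lists, or unadjusted p = 0.0141 with the replicate block). ABCA1 (0.12), ABCG5 (0.045) and APOE (0.083), named here after their values were seen, did not fall. None of the 11 passed on its own (edgeR adjusted p at least 0.58). At 6 h the list had a median of −0.041, where SREBF1 already had −0.45 in the joint fit. The test of the list thus leaves lower LXR activity open, and it does not separate it from the fall of SREBP targets in general.

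DHA + PRO changed more genes than DHA, and the deep library of replicate 2 could be a source of that difference. With this library thinned to the median of the others, DHA + PRO still changed 44 genes, against 22 for DHA in the same fit. That result does not show a difference between the treatments, for which the direct test gave 0 genes (527 at an unadjusted p under 0.05), 11 with DESeq2's Wald test, 1 with the replicate block and 61 with GC-content offset and block.

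PRO replicate 1 lay apart from the other samples at 24 h. Its deviation from the mean of all samples followed the GC content of the genes across genes (Spearman's rho −0.747), the strongest such relation of the 18 libraries of 24 h, ahead of DHA + PCA replicate 2 (−0.542). At 6 h the strongest was that of DHA + PRO replicate 1 (−0.746). A GC-content offset lowered the SD of the deviation of PRO replicate 1 from 0.354 to 0.249. This was still the largest SD at 24 h, ahead of Ctrl replicate 1 (0.238). Sequencing or amplification bias with GC content may therefore account for part of the position of PRO replicate 1, but not for all of it.

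At 6 h, replicate 2 of DHA + PRO lay with the replicate 3 samples. The projection of its replicate 3 minus replicate 2 difference on the mean of the other groups was −0.0304, where Ctrl had 0.154, DHA 0.648, PRO 0.931, PCA 0.7803 and DHA + PCA 0.445. Since this library bears a number of the later series, a difference between the library series is a candidate source, as the replicate number in the labels would otherwise place it with the earlier one.

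The replicate block raised the count for DHA from 23 to 77. If GC bias were its whole source, a GC-content offset could have raised the count as far, but it gave 48 without the block. The block and the offset together gave 198, so both sources may be present.

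The clusters of all expressed genes followed GC content. The median GC content was 39.5% in the cluster of higher DHA values (1503 genes with a value) and 60.2% in the other (1393 genes). Across 10080 genes, the log2 fold change correlated with GC content with Spearman's rho of −0.470 for PRO, 0.498 for PCA, 0.199 for DHA + PRO, −0.079 for DHA + PCA and −0.067 for DHA. Genes are not independent replicates in these values. With the GC-content offset, SREBP targets were enriched in the repressed cluster (Fisher's exact p = 0.0224), but with offset and replicate block the exact p was 0.0510. That test does not measure the separation of PRO from PCA. The scaled centres do, and they differed between PRO and PCA by 1.29 in size in both clusters of the main fit, with opposite signs for PRO and PCA. With the offset PRO and PCA had the same sign in each cluster (−0.48 and −0.23, and 0.49 and 0.21), and the larger difference in size was 0.276. GC bias may therefore be a source of the separation of PRO from PCA.

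With GC-content offset and replicate block, PRO changed 46 genes, led by SPTSSA (log2 fold change 0.90, edgeR adjusted p = 5.19e-04), RPL41 (0.46), RPS15 (0.44), PPP1R3C (−0.79) and RNF138 (0.76). DHA + PRO against DHA changed 61, led by SPP1 (0.53, adjusted p = 6.52e-06). The comparisons share 6 genes, and 34 of the 46 genes for PRO had the same sign in the other, but over all genes the log2 fold changes of the 2 comparisons hardly correlated (r = 0.094, genes not being independent). The other splits that part same-numbered pairs gave at most 2 and 0 genes. An effect of PRO could thus exist below the noise of the fits without these corrections, but with 4 such splits it cannot be told apart from other groupings of the samples.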
